A study of Mus musculus with 6 samples. Its data were reported in "Dysregulated ac4C modification of mRNA in a mouse model of early-stage Alzheimer’s disease" (2025).

How the data were processed

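Hippocampal RNA of 6-month-old mice was sequenced in 6 libraries, 3 from 5xFAD mice and 3 from WT mice. The design text of the series gives 3 mice per genotype, so p-values measure the spread between mice together with that of library preparation. Total RNA was depleted of rRNA, built into libraries with a low-input kit and read as paired ends on an Illumina NovaSeq. According to the submitters' processing notes, the authors trimmed reads with cutadapt 1.9.3, aligned them to mm10 with HISAT2 2.0.4, counted them with HTSeq 0.9.1 and normalised them with edgeR 3.16.5. The annotation release and the strand setting of the counting are not given in the sources used here, so that reads of a gene and of an overlapping antisense gene cannot be told apart. The usual counting of uniquely assigned reads also loses or splits reads of near-identical genes, which affects multigene families such as the H2 genes.

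The deposited table held raw counts per gene for the 6 libraries, and these counts were the only values used. A further 6 columns of edgeR-normalised log2 values from the authors were not used, since the counts of the same libraries allow a count model. The table listed 18263 genes, all protein-coding, of which 704 had no count in any library. Transcripts that mark sex, Xist among them, were not analysed here. Symbols listed more than once (36) were kept apart by their identifier. Gene positions and transcript GC content and length were taken from GENCODE M21 on GRCm38, the assembly of mm10, by identifier. A position was found for 98.7% of the genes, 94.9% of these under the same symbol, and GC content for 98.6% of the genes tested.

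Libraries were grouped by genotype from the labels, with no covariate. Genes were kept by the filterByExpr rule of edgeR 4.0.16 in R 4.3.3 (minimum count 10), which left 12952 genes with 99.89% of all counts. Scaling used TMM factors, which were 0.956, 0.913 and 1.21 for WT replicates 1 to 3 and 0.956, 0.991 and 1 for 5xFAD replicates 1 to 3. Differences were tested with the edgeR quasi-likelihood test and Benjamini-Hochberg adjustment over all genes tested, at an adjusted p of 0.05, and a second count required at least a 2-fold change as the study did. The common dispersion was 0.0808. Standard errors were derived as the absolute log2 difference divided by the square root of the F statistic of the same test. The 95% intervals were built from them. Both are approximate, above all for genes with few counts. CPM are counts relative to the scaled library size, and log2 CPM used a prior count of 2. An exact test of 1 value between 3 and 3 libraries cannot give a p under 0.1, so genes were tested in the model alone. For genes with few counts in WT, the ratio of group totals was given with an exact 95% interval, which covers counting error only.

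Gene lists for cell types and pathways of the hippocampus, the rule for the genes named in the text, the design of each test and the other settings to be tried were all fixed before the data were examined. Of 35 lists, the 34 with at least 3 tested members were tested with camera of limma 3.58.1, with a preset correlation between genes of 0.01 and adjustment over the lists, and again with an estimated correlation. The list of lymphocyte genes had too few members tested. Named genes were, leaving out predicted gene models, the 12 largest rises and falls among called genes with a mean log2 CPM of at least 0 and no overlap between groups, the 6 smallest p in each direction, up to 5 members of smallest p in each called list, App, Thy1, Nat10, Thumpd1, Grin1, Map2, Dnajc6, Gfap, Trem2, Cst7 and Xist in any case, and up to 3 of the most abundant members of a list described without a call. For this last part the lists were narrowed after the results were seen to excitatory neurons, resting astrocytes, oligodendrocytes and mitochondrial genes. Some genes that this rule selects are not reported here. Genes outside this rule are named as such.

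Replicates were compared before they were averaged. The chi-square statistic per degree of freedom between libraries was 6.93 to 123, far above sampling noise, so no library was a copy of another. Depth was 8.45 to 12.6 M counts per library. The pipeline was tested on simulated counts for the same 12952 genes and library sizes, with 200 genes changed. It recovered 12% of 2-fold and 85% of 4-fold changes, with 5 unchanged genes among 102 calls, and called 0 genes when none was changed. With the GC trend of the real libraries added, it recovered 4% and 74%, and after correction for GC content 16% and 91%. The simulated dispersions came from the uncorrected fit, so they already held GC-related spread (common dispersion 0.0808, and 0.0553 after GC correction). The added trend counted that spread again, so none of these shares is the power of this experiment. In 40 simulated lists camera called all 20 changed ones, and 1 of 20 unchanged lists with the preset and 0 with the estimated correlation. Simulated genes were drawn independently, so these counts do not show how often camera calls unchanged lists of correlated genes.

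The other settings were RLE and upper-quartile scaling, no filter, a filter of CPM 1 in 3 libraries, the detection rule of the study as a filter, a replicate block, leaving out each library in turn, DESeq2 1.42.0, the likelihood ratio and exact tests of edgeR, limma-voom, a test against a 1.5-fold change, protein-coding genes only, no mitochondrial genes, and for lists an estimated correlation and fry. Added after seeing the data were a correction of each library for transcript GC content, the same with transcript length, limma-voom with library weights, and the estimated correlation together with either the GC correction or leaving out WT replicate 3. The correction fitted a lowess curve with a span of 0.3 to the log ratio of each library over genes with a mean count of at least 10 and entered it as an offset.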

Results

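RNA-seq was used to measure mRNA abundance in the hippocampus of 5xFAD mice and WT littermates at 6 months of age. 5xFAD mice carry human transgenes with mutations of familial Alzheimer's disease, driven by the Thy1 promoter, and deposit amyloid-beta in the brain. Each genotype was represented by 3 libraries of rRNA-depleted total RNA from 3 mice. The count table held 18263 protein-coding genes. Total counts were 12.1, 11.9 and 8.7 M in WT replicates 1, 2 and 3, and 8.45, 8.62 and 12.6 M in 5xFAD replicates 1, 2 and 3. The mean was 10.9 ± 1.92 M in WT and 9.88 ± 2.34 M in 5xFAD (SD, n = 3). Values below are counts scaled to library size (CPM) with the SD over the 3 libraries of a group, and differences are 5xFAD minus WT on the log2 scale with their standard error (SE). Coordinates are on mm10.

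The first comparison asked how alike the libraries were. Library WT 3 stood apart from the other 5, while the remaining WT and 5xFAD libraries had closely similar profiles. Across genes, Spearman's correlation of log2 CPM lay between 0.976 and 0.986 for pairs without WT 3 and between 0.916 and 0.931 for pairs with it. Group means correlated with a Spearman coefficient of 0.981 and a Pearson coefficient of 0.978 over the genes tested, which are not independent replicates. The first principal component, with 43.7% of the variance, placed WT 3 at 65.02 and the others between -22.48 and -2.57. The second, with 23.4%, placed WT 1 and WT 2 at 28.30 and 32.67 and the 5xFAD libraries between -19.64 and -12.56. The deviation of WT 3 from the other libraries followed the GC content of the transcripts, with a Spearman correlation of -0.62 across 12771 genes, against at most 0.063 in size in any other library. WT 3 was left out of the reference for those libraries. Transcripts in the lowest decile of GC content, with a median of 40.3% GC, were higher in WT 3 by a median of 0.95 on the log2 scale, and those in the highest decile, with a median of 60.2%, differed by -0.91.

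**Figure D1:**
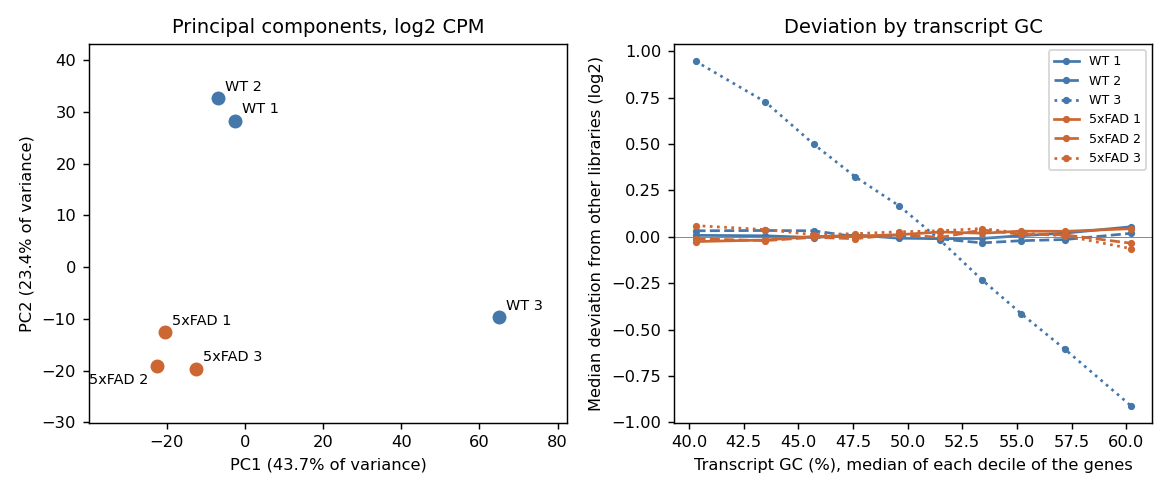
Left, the first 2 principal components of log2 CPM, 1 point per library, in blue for WT and orange for 5xFAD; WT 3 lies at 65.02 on the first component. Right, the median log2 deviation of each library from the others, leaving WT 3 out of the reference, for genes grouped in deciles of transcript GC content (%). WT 3 runs from 0.95 to -0.91 while the other 5 libraries stay near 0.

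The next comparison asked which mRNAs were detected in each genotype, using the rule of the study, a count above 1 in at least 2 of 3 libraries. This rule found 14677 mRNAs in WT and 14621 in 5xFAD, and 14190 were found in both. There were 487 mRNAs detected in WT alone and 431 in 5xFAD alone, so that 15108, or 82.7% of the table, were detected in either genotype. With a count above 10, WT and 5xFAD each had 12729 mRNAs, of which 12393 were shared. A gene that failed this rule in 1 genotype was not shown to be absent from it.

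The main comparison asked which mRNAs differed in abundance between genotypes. In 5xFAD hippocampus 85 mRNAs rose, all by at least 2-fold, and 0 fell, among 12952 genes tested. The largest rises were in Cst7, Itgax and Ccl3, which belong to the list of disease-associated microglia, the resident immune cells of the brain in an activated state. Cst7, which encodes an inhibitor of lysosomal cathepsins (chromosome 2, 150570415 to 150578944), went from 0.154 ± 0.0582 CPM in WT to 32.7 ± 2.42 CPM in 5xFAD (SD, n = 3), a log2 difference of 7.64 ± 0.352 (SE; edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 5.78e-05). Itgax, the integrin subunit CD11c, went from 0.151 ± 0.0483 to 13.4 ± 4.46 CPM, and the chemokine gene Ccl3 from 0.122 ± 0.0537 to 6.61 ± 0.299 CPM. Trem2, a lipid-sensing receptor of microglia, was 9.7-fold higher, at 25.8 ± 2.26 against 2.65 ± 0.265 CPM.

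These counts in WT were low, so the rise of the leading genes is better given as a ratio with its counting interval. Cst7 had 5 counts over the WT libraries and 963 over the 5xFAD libraries, a ratio of normalised totals of 218 (exact 95% interval 92.9 to 671). The ratio was 91.9 (39.1 to 285) for Itgax and 54.8 (21.1 to 203) for Ccl3. The leukocyte receptor gene Lilrb4, with 3 counts in WT, had a ratio of 31.6 (10.5 to 156), and the chemokine gene Ccl6, with 13, a ratio of 22.3 (12.8 to 42.5). These intervals cover counting error only. Other large rises were in St14, which encodes the membrane protease matriptase (log2 difference 3.90), Fam46c, a poly(A) polymerase gene (3.85), Slc11a1, a metal transporter gene of phagosomes (3.47), and Nlrc5, an activator of MHC class I genes (3.12). The call of Lilrb4 ended without any 1 library except WT replicate 3 (edgeR adjusted p 0.0593 to 0.112), and reads shared with related receptor genes leave its level uncertain.

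The 85 mRNAs were 0.66% of the genes tested and 0.56% of those detected, with a median log2 difference of 2.26 and a range from 1.00 to 7.64. All 85 had no overlap between the normalised values of both groups, a property that chance gives to 10% of genes and that 14.8% of all tested genes had. The 85 were selected by p on these same values, so their lack of overlap is no separate support. Without adjustment, 816 genes passed the 0.05 threshold, of which 585 were higher and 231 lower in 5xFAD. Against the 0 falls of the edgeR quasi-likelihood test stood 9 lower genes with DESeq2, 7 with the edgeR likelihood ratio test, 7 with its exact test and 0 with limma-voom. With library weights, a setting added after seeing the data that gave WT replicate 3 little weight, limma-voom called 55 lower genes. The quasi-likelihood test called 1 lower gene without a filter and 1 with correction for GC content and length. The lower gene with the smallest p was Rxfp1, a relaxin receptor gene chosen after its values were seen, with 11 ± 2.05 CPM in WT and 3.54 ± 0.448 CPM in 5xFAD (log2 difference -1.64 ± 0.297 SE, edgeR adjusted p = 0.0562).

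The number of calls depended on single libraries. It was 42 without WT replicate 1, 23 without 5xFAD replicate 1, 16 without 5xFAD replicate 2 and 15 without 5xFAD replicate 3. Without WT replicate 3 it was 387, of which 320 were higher, including all 85, and 67 were lower. In every one of these fits 14 genes kept their call, namely Cst7, Trem2, Itgax, Fam46c, C1qa, Gfap, Ccl3, C1qc, Mpeg1, Ctsz, C4b, Ctsd, St14 and Slc11a1, where Mpeg1 is named for this reason alone. DESeq2 called 218 genes (209 higher), the edgeR likelihood ratio test 239 (232 higher) and the edgeR exact test 233 (226 higher), each including all 85.

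**Figure D2:**
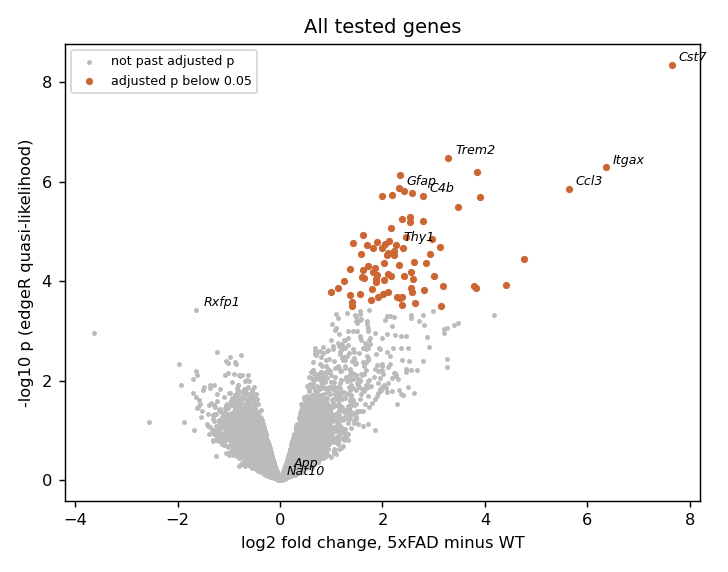
Each point is 1 of 12952 tested genes, with the log2 difference between 5xFAD and WT on the horizontal axis and -log10 of the unadjusted edgeR quasi-likelihood p on the vertical axis; orange points passed the adjusted p. All 85 orange points lie at or above a log2 difference of 1.00, with Cst7 at 7.64.

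The gene lists asked which cell types and pathways the differences belonged to. Of 34 lists tested, 13 lay higher and 2 lower in 5xFAD by camera with a preset correlation between genes, and 11 of them, all higher, also passed with a correlation estimated from the data. The microglial, complement, antigen presentation, reactive astrocyte and lysosome lists were among these 11, and no neuronal, oligodendrocyte or vascular list was. Of the 85 genes that rose, 42 were members of at least 1 list. The medians of all 11 lists were also above 0 without WT replicate 3 and after correction for GC content.

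Microglial genes rose as a group in 5xFAD hippocampus. In the list of disease-associated microglia, genes known to rise around amyloid plaques, all 33 tested members were higher, by a median log2 difference of 1.9. Past the adjusted p were 11 members over all genes tested and 26 adjusted over the list alone (camera, Benjamini-Hochberg adjusted p = 1.1e-38, and 0.0053 with an estimated correlation). Besides Cst7, Itgax, Trem2, Ccl3 and Ccl6, they included Ctsd, the gene of the aspartic protease cathepsin D, at 146 ± 10.9 CPM in WT and 578 ± 46.6 CPM in 5xFAD, and Cd68, a lysosomal glycoprotein gene of phagocytes, at 19.2 ± 9.48 and 147 ± 14.7 CPM. Homeostatic microglia genes, which mark the resting state, were also higher in all 19 tested members, by a median of 1.20 (adjusted p = 1.3e-15, and 0.013 with an estimated correlation, camera with limma). None of the 19 passed over all genes, and 13 did so adjusted over the list alone. Members with a small p included Siglech, a lectin gene (1.73 ± 0.362, SE), Olfml3 (1.43 ± 0.30), Bin2 (1.42 ± 0.339) and the transcription factor gene Sall1 (1.20 ± 0.287), each with an edgeR adjusted p between 0.108 and 0.185. Without WT replicate 3, each of these passed, and 11 homeostatic members did so in total. The call of Cd68 ended without any 1 of the 5xFAD replicates (edgeR adjusted p 0.0598 to 0.0806), and that of Ccl6 without WT replicate 1 or any 1 of the 5xFAD replicates (0.0574 to 0.196).

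Complement genes and receptors of phagocytes rose with them. Of 15 complement members tested, 7 rose over all genes and 10 adjusted over the list alone, with a median of 1.98 (camera adjusted p = 1.1e-18, and 0.04 with an estimated correlation, limma). C1qa and C1qc, which encode chains of the initiating C1q complex, were 5.08-fold and 5.35-fold higher, C4b, a central complement component, was 6.88-fold higher, and Itgam, the integrin subunit CD11b, was 3.08-fold higher. C1qa reached 74.6 ± 9.20 CPM from 14.7 ± 1.13, and C4b reached 99.0 ± 8.21 CPM from 14.4 ± 4.77. Of 15 phagocytic receptor genes tested, 6 rose over all genes and 12 adjusted over the list alone, with a median of 1.85 (camera adjusted p = 2.4e-20, and 0.013 with an estimated correlation, limma). They included Cd180 and Ly86, partners in a Toll-like receptor complex (2.54 ± 0.265 and 2.54 ± 0.274, SE), and Fcer1g and Fcgr3, of Fc receptors (2.45 ± 0.287 and 2.06 ± 0.250). C4b shares sequence with its paralogue C4a, so its level is uncertain where reads match both. The calls of Itgam and Fcgr3 ended without any 1 of the 5xFAD replicates, those of Fcer1g and Ly86 without 5xFAD replicate 2 or 3, and that of Cd180 without 5xFAD replicate 2 (edgeR adjusted p 0.0505 to 0.0806).

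Antigen presentation and interferon-stimulated genes were higher in 5xFAD. The MHC class I list had 4 of 16 tested members that rose over all genes and 12 adjusted over the list alone, with a median of 1.67 (camera adjusted p = 5.4e-16, and 0.046 with an estimated correlation, limma). They were H2-D1 (20.5 ± 2.87 CPM in WT and 106 ± 28.5 CPM in 5xFAD), H2-K1 (19.2 ± 1.24 and 70.4 ± 26.1), the light chain gene B2m (27.8 ± 4.31 and 104 ± 23.9) and Nlrc5. For MHC class II, 2 of 7 tested members rose over all genes and 6 adjusted over the list alone, with a median of 2.45 (adjusted p = 1.5e-11, and 0.041 with an estimated correlation, camera). They were the invariant chain gene Cd74, at 4.54 ± 1.14 against 41.0 ± 23 CPM, and Ctss, the protease gene that trims the invariant chain, at 28.4 ± 14.1 against 106 ± 9.01 CPM. The interferon list had 3 of 23 members that rose over all genes and 14 adjusted over the list alone, with a median of 1.49 (adjusted p = 2.3e-19, and 0.043 with an estimated correlation, camera). These were the transcription factor gene Irf8 (2.84 ± 0.386, SE), Oasl2, an antiviral gene (3.15 ± 0.559), and Ifitm3, which restricts entry of viruses (1.64 ± 0.245). Genes of the H2 family are near-identical in parts, so the split of reads between them is uncertain. With an estimated correlation and without WT replicate 3, the adjusted p was 0.12 for MHC class I, 0.12 for MHC class II and 0.099 for the interferon list (camera), and with GC correction it was 0.069 and 0.052 for the MHC lists. The calls of H2-K1, Cd74, Ctss, Oasl2 and Ifitm3 ended without WT replicate 1 or 2 or 5xFAD replicate 2 or 3, those of Ctss, Oasl2 and Ifitm3 also without 5xFAD replicate 1, that of Nlrc5 without WT replicate 1 or any 1 of the 5xFAD replicates, that of H2-D1 without 5xFAD replicate 3, that of B2m without 5xFAD replicate 2 or 3, and that of Irf8 without any 1 of the 5xFAD replicates (edgeR adjusted p 0.0502 to 0.238). Cd74 and Oasl2 were also not called by limma-voom (adjusted p = 0.107 and 0.194), nor Oasl2 with upper-quartile scaling (edgeR adjusted p = 0.0528).

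Reactive astrocyte genes rose, while those of resting astrocytes did not pass their test. Gfap, the intermediate filament gene of astrocytes (chromosome 11, 102887336 to 102900912), went from 312 ± 22.2 to 1570 ± 146 CPM (log2 difference 2.33 ± 0.207 SE, edgeR adjusted p = 0.00203), and Vim, another intermediate filament gene, from 45.9 ± 2.64 to 123 ± 13.4 CPM. The third was Osmr, a cytokine receptor gene (1.40 ± 0.248, SE, edgeR adjusted p = 0.0494). These were 3 of 27 tested members of the reactive list, with 13 adjusted over the list alone and a median of 0.90 (camera adjusted p = 4.9e-14, and 0.046 with an estimated correlation, limma). Serpina3n, a protease inhibitor gene, had 45.8 ± 18.7 and 153 ± 24.9 CPM and an edgeR adjusted p of 0.0562. Homeostatic astrocyte genes had a median of 0.08 over 23 members, none of them called (camera adjusted p = 0.49). The most abundant, the glutamate transporter gene Slc1a2, had 4340 ± 98.8 CPM in WT and 4090 ± 472 CPM in 5xFAD. With an estimated correlation and without WT replicate 3 the reactive list had an adjusted p of 0.095 (camera). The call of Vim ended without any 1 of the 5xFAD replicates, and that of Osmr without any 1 library except WT replicate 3 (edgeR adjusted p 0.0598 to 0.381), and Osmr was not called with upper-quartile scaling (0.0533) or limma-voom (0.0534).

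Lysosomal genes, mouse orthologues of genes near Alzheimer's disease risk loci and cytokine genes were also higher. Of 38 lysosomal genes tested, 8 rose over all genes and 16 adjusted over the list alone, with a median of 0.55 (camera adjusted p = 4.2e-14, and 0.013 with an estimated correlation, limma). Besides Ctsd, Cd68 and Ctss, they included the protease gene Ctsz (4.56-fold), Grn, the progranulin gene (3.28-fold), and the glycosidase gene Naglu (3.04-fold). The risk list had 5 of 34 members that rose over all genes and 13 adjusted over the list alone, with a median of 0.49 (adjusted p = 7.7e-09, and 0.013 with an estimated correlation, camera). They were Trem2, the phosphatase gene Inpp5d (1.82 ± 0.226, SE), Grn, Cd33, a sialic acid receptor gene (1.85 ± 0.259), and Blnk, an adaptor gene (1.78 ± 0.304). Microglia are known to express all 5, and the list shares 3 genes with the disease-associated list and 4 with the lysosomal list. The lysosomal list shares 7 genes and the cytokine list 4 with the disease-associated list. The cytokine list had 3 of 17 members that rose over all genes and 10 adjusted over the list alone, with a median of 1.15 (adjusted p = 1.2e-12, and 0.013 with an estimated correlation, camera), namely Ccl3, Ccl6 and Il10ra, an interleukin 10 receptor gene. The calls of Grn and Inpp5d ended without any 1 of the 5xFAD replicates, those of Naglu and Cd33 without these or WT replicate 1, and those of Blnk and Il10ra without any 1 library except WT replicate 3 (edgeR adjusted p 0.0502 to 0.272).

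**Figure D3:**
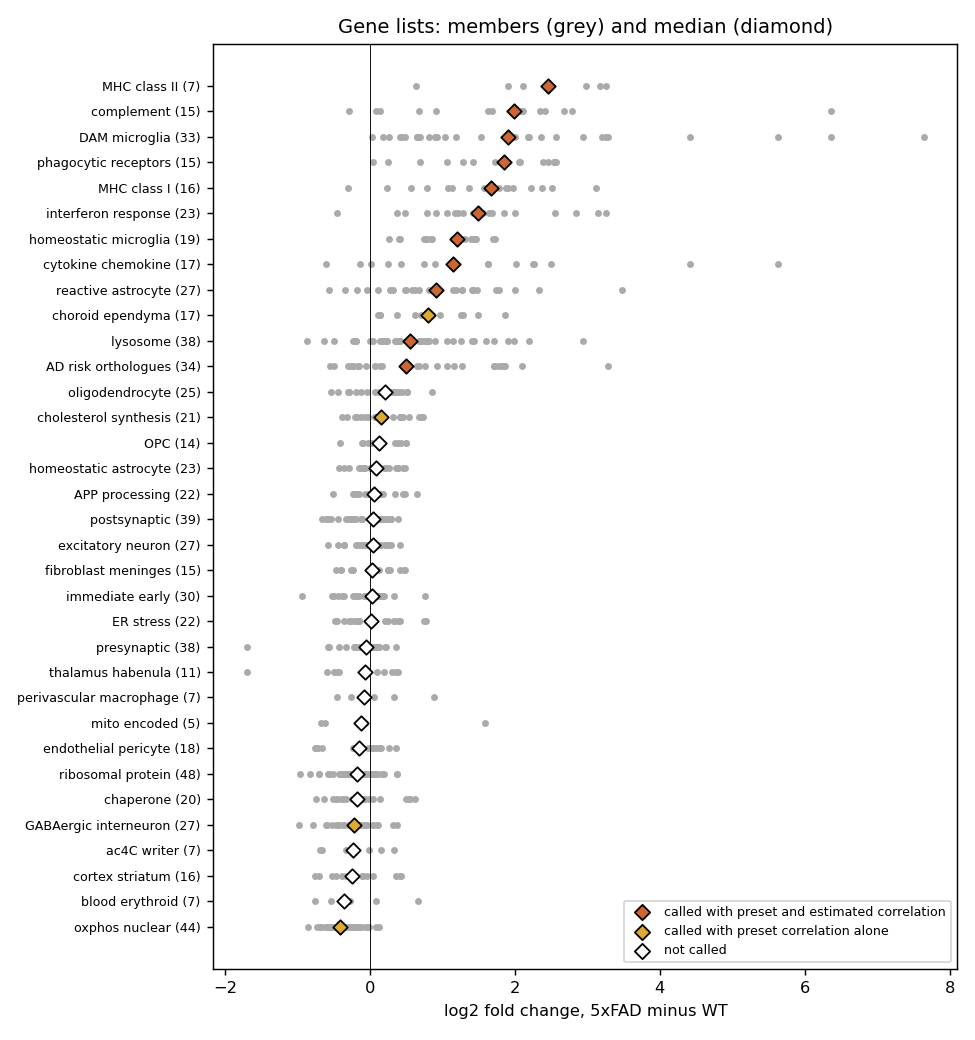
Log2 differences between 5xFAD and WT of the tested members of 34 gene lists, in grey, with the list median as a diamond; the number of tested members stands after each name. Orange diamonds mark the 11 lists called with both the preset and the estimated correlation, and yellow diamonds those called with the preset correlation alone.

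Lists of neurons, oligodendrocytes and vessels had medians near 0, and 0 of their members were called with all 6 libraries. Excitatory neuron genes had a median of 0.04 and a mean of -0.02 over 27 members (camera adjusted p = 0.85), with Camk2a, a synaptic kinase gene, at 9310 ± 3820 CPM in WT and 10300 ± 528 CPM in 5xFAD. The median was -0.06 for the presynaptic and 0.04 for the postsynaptic list, whose mean was -0.05, and 0.02 for immediate early genes, which neuronal activity induces and whose mean was -0.05. Oligodendrocyte genes had a median of 0.21 over 25 members, with the myelin gene Mbp at 1890 ± 513 and 2370 ± 105 CPM. The medians were 0.13 for oligodendrocyte precursors, -0.15 for vessel wall cells, -0.09 for perivascular macrophages (mean 0.05), 0.02 for meningeal fibroblasts and -0.36 for red blood cells. Neighbouring tissues gave -0.07 for thalamus and habenula and -0.25 for cortex and striatum. Further medians were -0.18 for cytosolic ribosomal proteins and -0.18 for chaperones, 0.02 for unfolded protein response genes and 0.05 for genes of APP processing. None of these lists passed (camera adjusted p 0.12 to 0.85). Without WT 3 the excitatory median was -0.15 and the list fell (camera adjusted p = 0.0015, and 0.29 with an estimated correlation), and the presynaptic (-0.18), postsynaptic (-0.14), immediate early (-0.26) and cortex (-0.30) lists also passed. Members called in that fit included 5 lower immediate early genes, 1 lower postsynaptic gene, 2 lower cortex genes, 1 higher and 1 lower excitatory neuron gene, 5 higher ribosomal protein genes, 1 higher unfolded protein response gene and 1 higher gene of APP processing. Of these, immediate early genes alone passed with an estimated correlation (adjusted p = 0.047, camera). Ribosomal protein genes then had a median of 0.30 (adjusted p = 1e-08, and 0.17 with an estimated correlation, camera) and unfolded protein response genes 0.24 (0.00029, and 0.13). Leaving out other libraries called 3 more lists with the preset correlation: ribosomal proteins without WT replicate 2 (-0.44, adjusted p = 0.0018, camera), red blood cells without 5xFAD replicate 1 (-1.80, 9.8e-06) and thalamus and habenula without 5xFAD replicate 2 (-0.37, 0.03). An estimated correlation was not run in these fits, and with all 6 libraries it gave these 3 lists a camera adjusted p of 0.62 to 0.91.

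A further 4 lists passed with the preset correlation alone. GABAergic interneuron genes had a median of -0.22 over 27 members (camera adjusted p = 0.0066, and 0.25 with an estimated correlation, limma), with Gad2, an enzyme gene of GABA synthesis, at 87.7 ± 26.3 and 60.9 ± 7.84 CPM. Nuclear genes of oxidative phosphorylation had a median of -0.42 over 44 members (adjusted p = 0.00028, and 0.62 with an estimated correlation, camera), among them Uqcrh at 43.7 ± 18.9 and 28.4 ± 2.97 CPM. Without WT 3 that median was 0.02. Choroid plexus and ependymal genes had a median of 0.79 over 17 members (adjusted p = 0.0062, and 0.62 with an estimated correlation, camera), and their median deviation in WT 3 from the other libraries was -1.39. With 1 library left out the choroid median ran from 0.14 to 1.18, and it was 0.48 without WT 3. The list mean was also low in 5xFAD 1, at -0.76 from the mean of all libraries against -1.12 in WT 3. Aqp1, a water channel gene, was at 1.65 ± 1.83 and 6.01 ± 6.02 CPM. Cholesterol synthesis genes had a median of 0.15 over 21 members (adjusted p = 0.0098, and 0.34 with an estimated correlation, camera). With all 6 libraries no member of these 4 lists was called, over all genes or adjusted over the list alone. Without WT replicate 3 the cholesterol median was 0.43, with 4 members called (camera adjusted p = 7.6e-07, and 0.082 with an estimated correlation), and the GABAergic median -0.29, with 1 member called (4.5e-07, and 0.12). The preset calls of the GABAergic and cholesterol lists ended without WT replicate 1 or WT replicate 2, that of the cholesterol list also without 5xFAD replicate 3, and that of the choroid list without WT replicate 3 or 5xFAD replicate 2 (camera adjusted p 0.072 to 0.53).

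The last comparison concerned the transgenes and the genes that the study followed in younger mice, at 3 months of age. Of App, Thy1, Nat10, Thumpd1, Grin1, Map2 and Dnajc6, Thy1 alone was called. Thy1, a surface glycoprotein gene of neurons whose promoter drives the transgenes (chromosome 9, 44043384 to 44048579), went from 541 ± 155 CPM in WT to 2590 ± 151 CPM in 5xFAD (SD, n = 3), a log2 difference of 2.26 ± 0.276 (SE, 95% interval 1.63 to 2.88; edgeR adjusted p = 0.00874). Mouse App (chromosome 16, 84949685 to 85173766) was at 2610 ± 512 and 2840 ± 92.1 CPM, with a log2 difference of 0.12 (95% interval -0.43 to 0.67). Reads of human transgenes could enter these counts only where they align to mouse genes. Nat10, the acetyltransferase gene for N4-acetylcytidine (ac4C) in RNA, was at 25.9 ± 7.53 and 25.6 ± 2.03 CPM, with a log2 difference of -0.02 (95% interval -0.58 to 0.55). Its adaptor gene Thumpd1 was at 22.3 ± 15.4 and 14 ± 2.37 CPM (-0.67, 95% interval -1.64 to 0.30). Grin1, an NMDA receptor subunit gene, Map2, of the dendritic cytoskeleton, and Dnajc6, of clathrin uncoating, had log2 differences of 0.12, -0.13 and -0.13, and their 95% intervals (-0.56 to 0.79, -0.61 to 0.35 and -0.52 to 0.26) excluded a 2-fold change. The ac4C list, with Nat10 and Thumpd1 among 7 members, had a median of -0.23 and did not pass (camera adjusted p = 0.39). Without WT replicate 3 the log2 differences were 0.06 for Thumpd1, 0.23 for Nat10, -0.16 for Grin1 and -0.03 for App, none called. The call of Thy1 ended without each of the 5xFAD replicates (2.23, 2.30 and 2.24, edgeR adjusted p = 0.0715, 0.0614 and 0.0802).

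**Figure D4:**
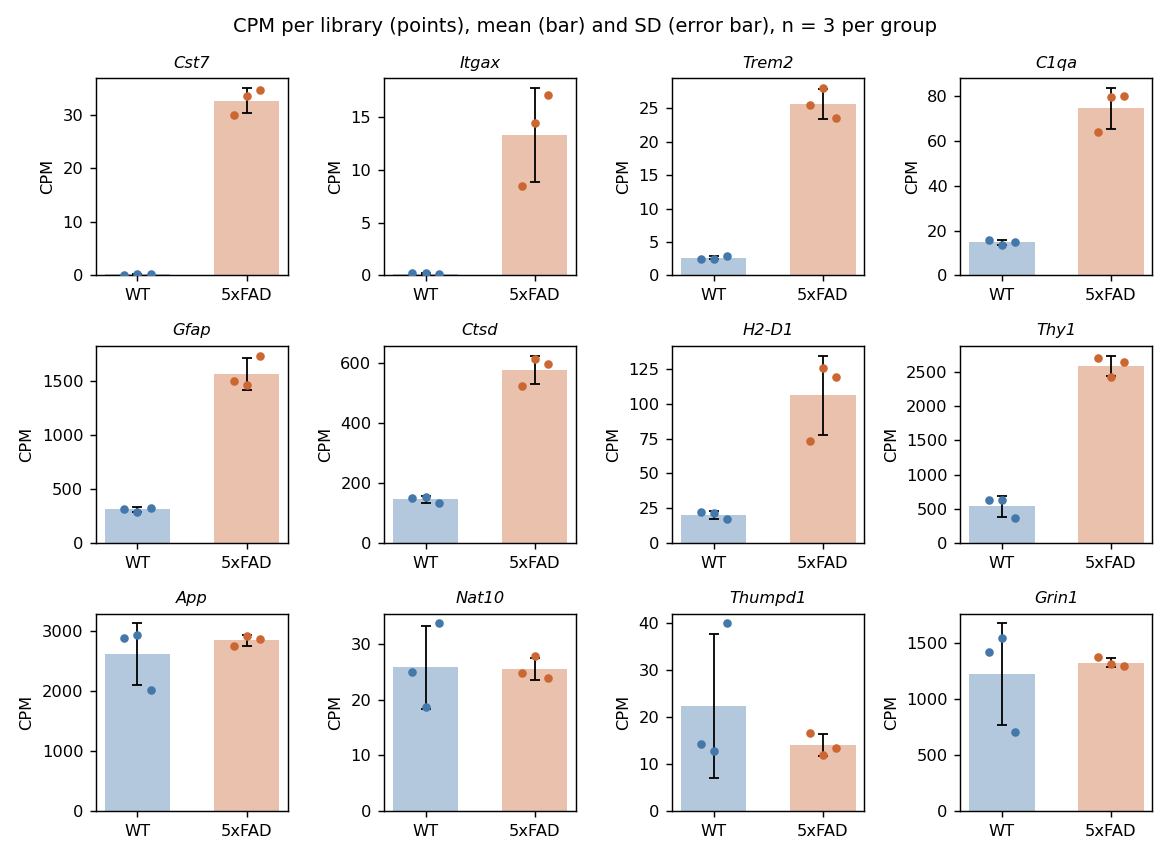
CPM of 12 genes in the 3 WT (blue) and 3 5xFAD (orange) libraries, with points for libraries, bars for the mean and error bars for the SD. The points of Cst7, Itgax, Trem2, C1qa, Gfap, Ctsd, H2-D1 and Thy1 do not overlap between genotypes, while those of App, Nat10, Thumpd1 and Grin1 do.

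The mitochondrially encoded genes tested did not move together. Of the 13 genes in this list, 5 were in the count table. Of 5 tested, mt-Co3, a cytochrome c oxidase subunit gene, rose from 19.0 ± 2.45 to 57.0 ± 7.70 CPM (log2 difference 1.58 ± 0.204 SE, edgeR adjusted p = 0.0102). The NADH dehydrogenase subunit genes mt-Nd4 and mt-Nd5 were at 6600 ± 3730 and 6030 ± 857 CPM and at 2150 ± 815 and 2040 ± 163 CPM, without a call. The level of mt-Co3 lay far below theirs in both genotypes, and whether part of its reads went uncounted was not tested. The list had a median of -0.13, a mean of 0.02 and no call (camera adjusted p = 0.71). The call of mt-Co3 ended without any 1 of the 5xFAD replicates (edgeR adjusted p 0.0718 to 0.0978) and after correction for GC content and length (1.89, edgeR adjusted p = 0.088).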

Values the study reported

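At 3 months of age, the study reported 16,108 mRNAs detected in both WT and 5×FAD hippocampus. It gave a correlation of 0.9942 between the group means, and 0.47% of mRNAs as differentially expressed in 5×FAD mice at that age. For 6-month-old mice, it reported 7,189 ac4C peaks in WT and 8,394 in 5×FAD hippocampus, and 3,960 and 4,239 mRNAs with ac4C. Of the ac4C mRNAs at 6 months, 889 were higher and 610 lower in 5×FAD mice.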

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

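The added settings (GC correction, GC and length correction, library weights, and estimated correlation with either no WT replicate 3 or GC correction) and the tests on them were chosen after seeing the data. With other scaling, filters or limma-voom, between 78 and 110 genes were called, and 84 of the 85 genes stayed called after GC correction, among 122. More genes passed with DESeq2 (218, and 201 at 2-fold or more), the edgeR likelihood ratio test (239 and 231), the edgeR exact test (233 and 226), GC and length correction (137 and 132) and limma-voom with library weights (410 and 246, where WT replicate 3 had a weight of 0.0976 against 1.29 to 1.87). A test against a fold of 1.5 left 55. Leaving out 1 library at a time gave 15 to 387 genes, 15 to 213 of them at 2-fold or more, 13 to 20 lists, 0 to 1 of the transgene-related and study-named genes, and 13669 to 13863 mRNAs detected in both genotypes. Fits without 1 library have fewer samples, and the cause of the rise without WT replicate 3 was not tested apart from the GC correction.

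The labels give no pairing of mice by replicate number. Deviations from the group means of same-numbered libraries correlated at 0.094, 0.069 and 0.18, against -0.14 to 0.048 for libraries of unlike number. Each library correlated best with its own number, a weak hint from the data and not from the design. Deviations of libraries around their group mean depend on each other, so these matches do not count separately and pairing was not shown. With a replicate block 120 genes were called, including all 85, and 16 lists, the additional one being red blood cells (-0.44, camera adjusted p = 0.033, with the preset correlation alone tested). The block turned the direction of Nat10 (0.019) and mt-Nd4 (0.044), both uncalled, and ended no call of the 85. No block applies to detection and similarity, which have no test.

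The 11 lists with an estimated correlation were also the number that fry called. Without WT replicate 3, 8 lists passed with an estimated correlation (7 higher), and 9 with GC correction. The presynaptic list passed with GC and length correction (-0.09, camera adjusted p = 0.019, with the preset correlation alone tested; with GC correction and an estimated correlation it was 0.69). Genes changed the sign of their log2 difference and lists the direction of their test as follows, and the cause was not tested. A list is given by its median, which can keep its sign when the direction changes. All were uncalled with all libraries except the nuclear oxidative phosphorylation list, which had been called lower with the preset correlation (-0.42, camera adjusted p = 0.00028). Under limma-voom: Nat10 0.021, mt-Nd4 0.056, mt-Nd5 5.0e-04. The direction that fry gave the postsynaptic and immediate early lists was opposite to that of camera, with the same medians of 0.043 and 0.022. Under GC correction: excitatory neuron list -0.076 (also with an estimated correlation), Grin1 -0.067, Nrgn -0.072, Slc17a7 -0.076, Slc1a2 0.068, mt-Nd4 0.021, mt-Nd5 0.11. Under GC and length correction: excitatory neurons -0.074, ribosomal protein list -0.0062, Grin1 -0.091, Nrgn -0.028, Slc17a7 -0.074, Slc1a2 0.028, mt-Nd4 0.019, mt-Nd5 0.11. Under library weights: App -0.013, Nat10 0.18, Grin1 -0.13, Camk2a -0.11, Nrgn -0.26, Slc17a7 -0.11. With an estimated correlation and no WT replicate 3: OPC 0.0092, excitatory neurons -0.15, nuclear oxidative phosphorylation 0.016, mitochondrially encoded -0.49, ribosomal proteins 0.30, chaperones 0.071, perivascular macrophages 0.16.

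Ranges when leaving out 1 library, for results whose sign or test direction changed, were -0.14 to 0.17 for the postsynaptic, -0.26 to 0.19 for the immediate early, -0.18 to 0.019 for the presynaptic, 0.0092 to 0.24 for the OPC, -0.15 to 0.15 for the excitatory neuron, -0.63 to 0.016 for the nuclear oxidative phosphorylation, -0.49 to 0.28 for the mitochondrially encoded, -0.44 to 0.30 for the ribosomal, -0.27 to 0.071 for the chaperone, -0.49 to 0.16 for the perivascular, -0.13 to 0.18 for the fibroblast, -0.35 to 0.0088 for the ac4C, -0.13 to 0.24 for the unfolded protein response, -1.80 to 0.029 for the red blood cell and -0.28 to 0.036 for the vessel wall list. For genes they were -0.030 to 0.21 for App, -0.20 to 0.23 for Nat10, -0.95 to 0.060 for Thumpd1, -0.16 to 0.31 for Grin1, -0.15 to 0.38 for Camk2a, -0.31 to 0.37 for Nrgn, -0.15 to 0.32 for Slc17a7, -0.13 to 0.91 for Enpp2, -0.49 to 0.35 for mt-Nd4 and -0.32 to 0.22 for mt-Nd5. The median correlation between libraries was 0.976, 0.977 after GC correction and 0.977 without a filter. The median log2 difference of all genes moved from -0.022 to -0.026 (RLE) and -0.031 (upper quartile). At the depth and replicate number of this experiment, the test recovered 12% of 2-fold changes in simulated counts without a GC trend and 4% with the trend of the real libraries left uncorrected. Both simulations used dispersions that already held GC-related spread, so neither share is the power of this experiment. Similarity with the authors' normalised values was not run because the counts were used. Settings for normalised values did not apply to counts.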

Other observations

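Of the 85 genes that rose, 43 were in none of the fixed lists. Biological process terms of the authors' annotation, tested after seeing the data with Fisher's exact test against 12242 annotated tested genes (78 called), gave 9 of 960 terms past a Benjamini-Hochberg adjusted p of 0.05. The first was immune system process, with 12 called genes where 0.78 were expected (adjusted p = 1.3e-08, Fisher's exact test). Integrin-mediated signaling held 5 of 29 genes, Itgax, Itgam, Itgb2, Fermt3 and Itgb5 (adjusted p = 0.00023, Fisher's exact test), and cell adhesion 8 of 278 (adjusted p = 0.04, same test). Itgb2, Fermt3 and Itgb5 lie outside the naming rule and are named as members of this integrin term. Together with Itgb2, the shared beta chain of leukocyte integrins, Itgax and Itgam make up receptors that bind complement fragments. These terms share genes with the lists above and are not independent of them.

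Further genes passed once each library was corrected for GC content, a setting chosen after the data were seen, and the genes named here were chosen after their values were seen. Among 38 genes added were Plek, a signalling gene of leukocytes (1.63, edgeR adjusted p = 0.00584), Siglech (1.9, 0.03), Serpina3n (1.69, 0.0236), H2-Ab1 (2.80, 0.0435) and Mki67, a gene of dividing cells (2.29, 0.0251). In the fit without WT replicate 3, 67 genes were lower in 5xFAD, by a median of -0.54. They included the immediate early genes Nr4a2 (-0.72), Egr1 (-0.58), Nr4a1 (-0.64), Arc (-0.46) and Dusp1 (-0.75). After GC correction with all 6 libraries 0 of the 67 were called (smallest edgeR adjusted p 0.063). Their median there was -0.34, which is no separate evidence, since the genes were chosen in a fit on 5 of the same libraries. A fall of activity-regulated genes is therefore a hypothesis that rests on leaving out 1 library.

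In the next paragraphs, the test of Thy1 reads along the gene and the counts over other splits of the libraries were set before their results were seen, and all other tests after.

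WT replicate 3 stood apart from the other 5 libraries. Its deviation followed transcript GC content with a Spearman correlation of -0.62 across genes. In the other libraries, whose deviations left WT replicate 3 out of the reference, this correlation was 0.063 or less in size. A GC-dependent yield of reads is therefore a candidate explanation. The correlation of 0.0078 after correction is no further evidence, since the correction removes this trend by construction. With transcript length taken alone the deviation showed little trend (Spearman correlation -0.038 across genes). GC content was not held fixed in this test, so a length bias beside the GC trend cannot be judged. Fragmented RNA cannot be judged from this correlation either, since libraries of rRNA-depleted total RNA do not select whole transcripts. Neighbouring tissue cannot be told apart from the mouse itself: after GC correction the thalamus list lay at -0.145 and the cortex list at -0.374, both inside the central 95% of random lists, while the choroid and ependymal list lay at -1.24, below the random range of -0.361 to 0.378. Before correction the mean of the choroid list also varied between other libraries, from -0.759 in 5xFAD replicate 1 to 1.33 in 5xFAD replicate 2. Its members were correlated (estimated correlation 0.53), so random lists of unrelated genes give too narrow a range for it. A biological difference of the mouse of WT replicate 3 was not tested.

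Microglial genes rose in 5xFAD. More microglia with the same expression per cell may raise all of their genes alike, yet the median of the disease-associated list exceeded that of the homeostatic list by 0.698 (gene permutation p = 0.035; 0.61 after GC correction and 0.705 without WT replicate 3). Loss of neurons may raise all other cell types alike, yet the homeostatic microglial median exceeded that of resting astrocyte, oligodendrocyte, precursor and vessel genes by 1.12 (permutation p = 1e-05, the smallest these permutations can give). Both permutations shuffled genes between lists as if genes were independent, so their p-values do not measure the spread between mice. The GC yield of WT replicate 3 was argued against as the whole cause, since 84 of the 85 genes remained called after correction. A changed state of microglia with genotype, with or without more of these cells, stays open as a hypothesis, since bulk RNA does not separate cell number from expression per cell.

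Thy1 rose in 5xFAD while App was not called. More RNA of excitatory neurons was argued against by the median of their list, 0.0413 with an interquartile range of 0.269, far below the rise of Thy1. The GC yield of WT replicate 3 was argued against by the size of the rise, which was at least 2.04 without that library and after correction (edgeR adjusted p at most 0.00063). Reads from the Thy1 sequence that the transgenes carry may account for the rise, but this cannot be told apart from expression of the mouse gene, because the table gives 1 count per gene and library and no positions.

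The 6 libraries form 10 splits into 3 and 3, too few for a share under 0.05. The real split gave 85 genes, as many at 2-fold or more, and the highest of the other splits gave 0 in both counts, so that 1 split gave as many. For lists with the preset correlation, the real split gave 15 and the highest other 18, and 3 splits gave at least as many as the real one. The split with 18 lists set WT replicates 1 and 2 with 5xFAD replicate 2 apart. Every other split carries part of the genotype difference and of WT replicate 3, and what raised its list count was not tested. With an estimated correlation the real split gave 11 lists and each other split 0. In the other splits the genotype difference added to the spread within groups, which works against calls of genes and of these lists. Their counts of 0 are therefore no support for the real split.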
